# Silencing of Long Noncoding RNA AK139328 Attenuates Ischemia/Reperfusion Injury in Mouse Livers

**DOI:** 10.1371/journal.pone.0080817

**Published:** 2013-11-27

**Authors:** Zhenzhen Chen, Shi Jia, Danhua Li, Junyan Cai, Jian Tu, Bin Geng, Youfei Guan, Qinghua Cui, Jichun Yang

## Abstract

Recently, increasing evidences had suggested that long noncoding RNAs (LncRNAs) are involved in a wide range of physiological and pathophysiological processes. Here we determined the LncRNA expression profile using microarray technology in mouse livers after ischemia/reperfusion treatment. Seventy one LncRNAs were upregulated, and 27 LncRNAs were downregulated in ischemia/reperfusion-treated mouse livers. Eleven of the most significantly deregulated LncRNAs were further validated by quantitative PCR assays. Among the upregulated LncRNAs confirmed by quantitative PCR assays, AK139328 exhibited the highest expression level in normal mouse livers. siRNA-mediated knockdown of hepatic AK139328 decreased plasma aminotransferase activities, and reduced necrosis area in the livers with a decrease in caspase-3 activation after ischemia/reperfusion treatment. In ischemia/reperfusion liver, knockdown of AK139328 increased survival signaling proteins including phosphorylated Akt (pAkt), glycogen synthase kinase 3 (pGSK3) and endothelial nitric oxide synthase (peNOS). Furthermore, knockdown of AK139328 also reduced macrophage infitration and inhibited NF-κB activity and inflammatory cytokines expression. In conclusion, these findings revealed that deregulated LncRNAs are involved in liver ischemia/reperfusion injury. Silencing of AK139328 ameliorated ischemia/reperfusion injury in the liver with the activation of Akt signaling pathway and inhibition of NF-κB activity. LncRNA AK139328 might be a novel target for diagnosis and treatment of liver surgery or transplantation.

## Introduction

In the past decade, one amazing finding in the analysis of the human transcriptome is that non-protein coding RNAs comprise of most transcripts in various cell tissues or cell types [1] [2]. MicroRNAs (miRNAs) are one class of small noncoding RNAs that play crucial roles in regulation of a wide range of physiological and pathophysiological process [3-6]. Long noncoding RNAs (LncRNAs), which are defined as noncoding RNA molecules greater than 200 nt in length, represent the great majority of the noncoding RNAs [7,8]. At some certain time in the development, LncRNAs can comprise of 70-90% of total RNA transcripts in the cells [9]. When LncRNAs were firstly identified, scientists believed that they may not have important biological functions [8] because of their low conservation, low expression level and high tissue specificity [8,10,11]. More recently, a number of LncRNAs had been shown to have important and diverse functions in the development and progression of various diseases [12,13]. It has been reported that LncRNAs play critical roles in the progression of cancers [14], cardiovascular diseases [2], neurodegeneration diseases [15], hepatocellular carcinoma [16,17] and focal ischemia reperfusion injury [18]. More recently, LncRNAs AB063319, AK003491 and AK044800 are shown to be abundantly expressed in brain and other tissues such as muscle, liver, lung and neuroendocrine tissues during the mouse embryonic development [19-21], suggesting that they might play important roles in regulation of mouse development. According to the LncRNA and disease database LncRNADisease [22], LncRNAs have currently been reported to be associated with more than 150 diseases. Clearly, LncRNAs are a class of molecules with important biological functions. Further intensive study of LncRNAs will shed light on the mechanisms of various diseases, and exploration of biomarkers for their diagnosis and treatment. 

Ischemia/reperfusion injury (IRI) in the liver is a major complication of haemorrhagic shock, liver surgery and transplantation, affecting millions of people worldwide each year [23]. So far, several mechanisms including adenosine triphosphate (ATP) depletion, reactive oxygen species (ROS) overproduction, macrophage activation and increase in inflammatory cytokines expression had been proposed to explain ischemia/reperfusion injury in the liver (as summarized and reviewed in references 23,24). Ischemic preconditioning has been proved effective in reducing hepatic ischemia/reperfusion injury with activation of Akt signaling pathway [25]. Pharmacological drugs that activate Akt have been shown to exhibit protective effects on ischemia/reperfusion injury in the liver [26].

 So far, there is no report regarding the role of LncRNAs in the pathogenesis of liver ischemia/reperfusion injury. In the study, we determined the LncRNA expression profile using microarray technology in the liver of mice after hepatic ischemia/reperfusion treatment. Microarray analysis revealed 98 deregulated LncRNAs in the liver after ischemia/reperfusion injury. In particular, silencing of LncRNA AK139328 attenuated ischemia/reperfusion injury in the liver with increased pAkt levels. 

## Experimental Methods

### Experimental mice and other materials

10-12 week old Male C57BL/6J mice (weight 18-20 g) were chosen in this study. All animal care and experimental protocols complied with the Animal Management Rules of the Ministry of Health of the People’s Republic of China and the guide for the Care and Use of the Laboratory Animals of the Peking University. TRIZOL reagent was from Invitrogen Inc. (NY, USA). RNeasy minicolumn was from Qiagen Inc. (Valencia, CA). GoScriptTM Reverse Transcription System and Go Taq@ qPCR Master Mix were purchased from Promega Inc (Madison, WI). Other chemicals and reagents are analytic grade. All animal protocols were approved by the Animal Research Committee of the Peking University Health Science Center.

### Hepatic ischemia/reperfusion injury model

A murine model of 70% partial hepatic ischemia was used in this study. The protocol was detailed elsewhere [27,28]. In brief, male C57BL/6 mice were anesthetized by I.P. injection of chloral hydrate (4ml/kg), and then a midline laparotomy was performed. An atraumatic artery clip was clamped at the base of left and median liver lobes to interrupt the blood supply. After 60 minutes of ischemia, the clamp was removed to initiate reperfusion. Mice were sacrificed for experimental assays after reperfusion of 6 hours. All animal protocols were approved by the Animal Research Committee of the Peking University Health Science Center.

### RNA extraction and real Time PCR assay

Liver tissues were quickly dissected from mice and snap-frozen in liquid nitrogen. Total RNA was extracted from mouse livers using Trizol reagent (Life Technologies) according to the manufacture’s recommendations. After DNase digestion, total RNA was eluted with 20 μl of RNase-free water and stored in liquid nitrogen. Purity and quantity of extracted total RNA was determined by the ratio of absorbance at A260 to A280, and argrose gel electrophoresis. Total RNA was reverse transcribed to cDNA using of the TaqMan Reverse Transcription Reagents kit (Applied Biosystems) according to the manufacturer’s protocol using random primers.

Quantitative real-time PCR was performed using the DNA Engine with Chromo 4 Detector (MJ Research, Waltham, MA). Amplification conditions were as following: 94°C for 7 minutes, followed by 35 cycles of 94°C for 30 seconds, 59°C for 30 seconds and 72°C for 30 seconds, and then final extension at 72°C for 7 minutes. The relative expression of target genes in various groups were calculated using 2^-ΔΔCt^ methodology as detailed previously [29,30]. For quantitative assay of LncRNAs in the liver, their relative expression levels were firstly normalized to house-keeping gene β-actin, and then normalized to sham or control group data values using 2^-ΔΔCt^ methodology as above [29,30]. All real time PCR products were analyzed by 1% agarose gel. All primer sequences for RT-PCR or quantitative PCR assays were listed in Table S1.

### Measurement of plasma amiotransferase activities

The activities of plasma alanine aminotransferase (ALT) and aspartate aminotransferase (AST) were determined in Department of Laboratory Medicine of Peking University Third Hospital. 

### Microarray analysis for LncRNA and mRNA

Total RNA from each sample was quantified using the NanoDrop ND-1000. The expression profiles of mouse genome-wide LncRNAs were then detected using Arraystar Mouse LncRNA Microarray v2.0, which also detected the expression profiles of mouse genome-wide protein-coding transcripts at the same time by KangChen Bio-tech (Shanghai, China). The expression profile dataset was submitted to the NCBI GEO database (GEO accession number: GSE47412). For microarray analysis, Agilent Feature Extraction software (version 11.0.1.1) was used to analyze the acquired array images. Quantile normalization and subsequent data processing were performed using the GeneSpring GX v11.5.1 software package (Agilent Technologies). After quantile normalization of the raw data, LncRNAs that at least 2 out of 2 samples have flags in Present or Marginal (“All Targets Value”) were chosen for differentially expressed LncRNAs screening. The threshold for up-regulation was fold change≥1.5 and for down-regulation, fold change≤0.7.

### Knockdown of LncRNA AK139328 in the livers of C57BL/6 mice

To knockdown hepatic AK139328 in normal C57/B6 mice, a mixture of 3 sets of stealth siRNA against mouse AK139328 (full length of mouse AK139328 sequence is available at http://www.ncbi.nlm.nih.gov/nuccore/AK139328) was synthesized by Invitrogen (sense1, 5’ CAGCUAUCACAUGCCAGCAUCAUAU -3’, antisense1, 5’- AUAUGAUGCUGGCAUGUGAUAGCUG -3’; sense2, 5’- GCAUCUAAAGCUGGUGGCAAUACUA -3’, antisense2, 5’- UAGUAUUGCCACCAGCUUUAGAUGC -3’; sense3, 5’- CCUUGGACUUCUGACUGAAUGAACU -3’, antisense3, 5’- AGUUCAUUCAGUCAGAAGUCCAAGG -3’). The siRNA mixture was administrated to C57BL/6 mice via tail vein injection at 2.5 mg/kg body weight in 100μl sterile saline as detailed previously [29]. The same amount of scrambled sequences from Invitrogen was used as a control. 72 hours later, the mice were subjected to ischemia/reperfusion treatment as above. 

### Primary hepatocyte culture

Primary mouse hepatocyte was cultured as previously described [31]. In brief, 5-6-week-old male C57BL/6 mice were anaesthetized with 10% chloral hydrate, and then catheter was placed in inferior vena cava. The liver was perfused with 1 ml of heparin (320 μ/ml), 40 ml of solution I (Krebs’s solution + 0.1 mM EGTA), and 30 ml of solution II (Krebs’s solution + 2.74 mM CaCl_2_ + 0.05% Collagenase I), respectively. The perfused liver was passed through a 400 screening size filter by flushing with RPMI 1640 medium. The hepatocytes were collected by centrifuge at 50 g for 2 minutes. Hepatocytes were re-suspended with 1640 medium and planted in 6-well plates for experiments after three washes with RPMI 1640.

### Knockdown of AK139328 in primary mouse hepatocytes

siRNAs against mice AK139328 were designed by Invitrogen.Mice primary hepatocyte with the confluence of 80% were synchronized with serum-free starvation for 24h and then transfected with siRNA (0.1nmol) or scrambled siRNA using lipofectamine 2000 (Invitrogen). Four eight hours post transfection, AK139328 level was analyzed by real time PCR.

### Histology

Paraformaldehyde-fixed, paraffin-embedded mice liver specimens sectioned at 4 μm were stained with hematoxylin and eosin for histopathological examinations using light microscopy.

### Immunohistochemical staining

In brief, liver sections were dewaxed with xylene and ethanol before rehydration. After treatment with 3% H_2_O_2_ for 8 minutes to quench endogenous peroxidase activity, sections were incubated overnight at 4 °C with primary antibody against F4/80 (Abcam, Cambridge, MA). After washing, horseradish-peroxidase-conjugated secondary antibody was added (Santa Cruz Biotechnology). After developing the color by incubation with diaminobenzidine (Zhongshan Golden Bridge, Beijing, China), sections were counterstained with hematoxylin. Cells with brown were considered to be positive for F4-80.

### Immunobloting

20-200 μg of liver or primary hepatocyte proteins were separated by 7.5%-12% SDS-PAGE, and immunobloting assay was performed as described previously [29,32]. Finally, the membrane was developed with ECL. After immunobloting assays of target proteins, the membrane was stripped with 0.2 N NaOH and reprobed for actin or other house-keeping protein as loading control. All antibodies used in this study were pruchase from Santa Cruz or Cell Signaling.

### Statistical analysis

Data were presented as mean ± S.E.M. Statistical significance of differences between groups was analyzed by *t*-test or by one-way analysis of variance (ANOVA) when more than two groups were compared.

## Results

### Determination of deregulated LncRNA profile in mouse livers after hepatic ischemia/reperfusion treatment

To determine the potential role of LncRNAs in hepatic ischemia/reperfusion injury, we generated a partial hepatic ischemia/reperfusion model in mice. The ischemia/reperfusion protocol was as follows: partial (70%) hepatic ischemia for 1 hour, followed by reperfusion for 6 hours at room temperature. After 6-hour reperfusion, the mice were immediately sacrificed for liver and plasma collection. After ischemia/reperfusion treatment, morphological and H.E. staining assays revealed that liver was significantly injured (Figure 1A) with markedly elevated plasma AST and ALT activities (Figure 1B). Moreover, the expression of inflammatory cytokine IP-10, MCP-1 and TNF-α was increased in ischemia/reperfusion-injured livers when compared with sham-treated livers (Figure 1C). All these pathophysiological changes indicated the success of hepatic ischemia/reperfusion injury model in our study.

**Figure 1:**
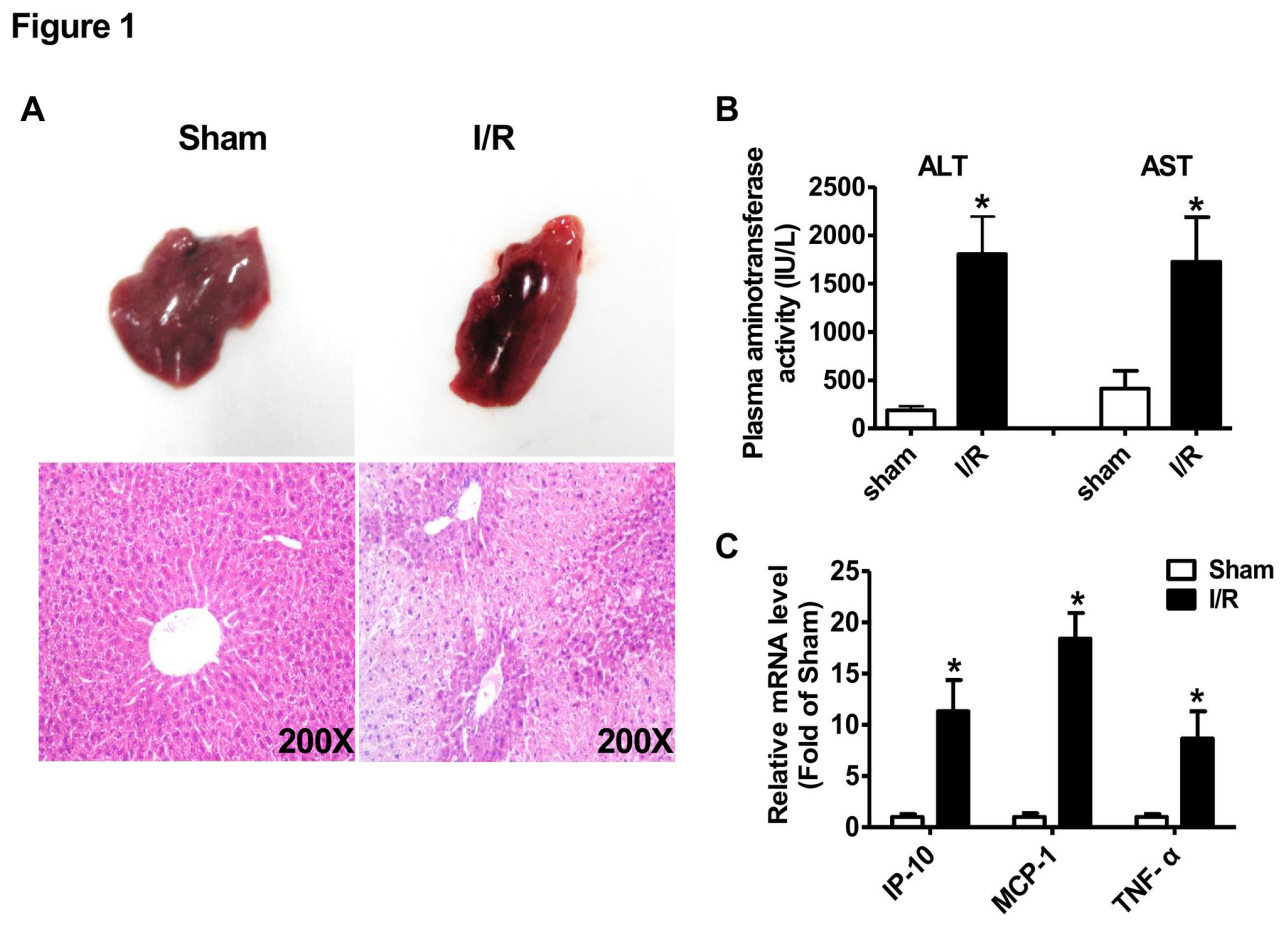
Characterics of liver injury after ischemia/reperfusion treatment. A) Liver injury indicated by morphological (upper panel) and H.E. staining (lower panel) assays. The images shown here were the representatives of at least 3 independent mouse livers. B) Plasma activities of alanine aminotransferase (ALT) and aspartate aminotransferase (AST). C) Expression of inflammatory cytokines in mouse livers after ischemia reperfusion treatment. N=5,*P<0.05 versus sham group. Sham, sham group of mice; I/R, ischemia/reperfusion group of mice.

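Liver RNA of 1 sham group and 1 ischemia/reperfusion group was hybridized to 1 Arraystar Mouse LncRNA v2.0 array each, in a single colour (Cy3), so the comparison has 2 arrays and no replicate check. The I/R array held a mixture of 3 livers taken after partial (70%) hepatic ischemia for 1 hour and reperfusion for 6 hours. Whether the sham RNA was also a mixture is not stated in the labels, which call that sample a control. Mixing the livers averages the mice, so the arrays carry no measure of the difference between mice. Each array had 62513 spots, of which 61194 were not control spots. The authors deposited the Feature Extraction intensity of each spot, with its background subtracted and its measurement error. The value table of the whole series held the same processed intensities for all 62513 spots on both arrays, without normalization between the arrays. The median processed signal of the non-control spots was 39.6 on the sham array and 39.3 on the I/R array, and the 75th percentile was 228 and 229. The lowest signal was 2.53 on the sham array and 3.44 on the I/R array. No spot was saturated. Of the non-control spots, 42038 on the sham array and 38819 on the I/R array were well above background. As in the methods of the paper, the arrays were normalized by quantiles, here on the log2 processed signal, after outlier-flagged spots and negative-sequence probes were left out and repeated spots of a probe were averaged. A LncRNA was called detected when its probe was positive and significant over background on both arrays. Its fold was the ratio of the normalized I/R signal to the normalized sham signal, with thresholds of 1.5 and 0.7. The 95% intervals given with folds come from the scanner's error of each spot and cover spot measurement only. Of the 59709 probes, 51842 carry no transcript name in the files, and LncRNAs and mRNAs are mixed among them. Counts of LncRNAs therefore cover the 7748 probes that are named by a transcript not given as protein-coding. Each probe is counted once, and 3155 regions have a probe for each strand. These are thus counts of probes, not of transcripts.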

 The LncRNA profile in the liver of mice after hepatic ischemia/reperfusion treatment was determined by KangChen Bio-tech (Shanghai, China) using microarray technology [33]. Microarray assays revealed the existence of a total of 20073 LncRNAs in mouse livers (GEO accession number: GSE47412). 

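Of the 7748 named LncRNA probes, 5361 (69.2%) were positive and significant over background on both arrays. With the stricter flag, well above background on both arrays, the number was 3721 (48.0%). The detected share differed between kinds of probe. It was 75.9% of 3457 lincRNA exon probes, 60.7% of 1217 probes for human lincRNAs and 61.1% of 691 probes for mouse lincRNAs. For 962 probes for ultraconserved regions it was 57.2%. It was 70.7% of 1209 EST or cDNA probes with a lincRNA-style probe name. Of the 212 other named probes, some of which are also named by a cDNA, 81.1% were detected. For comparison, 103 of 119 probes for protein-coding transcripts named in the files (86.6%) and 42271 of the 51842 probes without a transcript name (81.5%) were detected. The arrays also hold 20 probes named as negative sequences, with 1200 spots in all. Of these spots 35.2% were positive and significant on both arrays, and 11.8% were well above background on both.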

The LncRNAs are ubiquitously distributed in all chromosomes including sex chromosomes of mouse (Figure 2). 

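Among the 5361 named LncRNA probes detected on both arrays, 760 had an I/R over sham fold of at least 1.5 and 979 a fold of at most 0.7. That is 14.2% and 18.3% of the probes detected. Of these, 367 and 482 were well above background on both arrays. A fold of at least 2 in either direction was found for 327 and 280. A fold past the threshold with a 95% measurement interval on the same side of 1 was found for 460 and 523. Normexp background correction, which adds an offset to each signal, gave 159 and 155. With the fold taken as a ratio of log2 signals and both arrays required to be well above background, a setting chosen after the data were seen, the numbers were 12 and 7. The spread between repeated spots can be read from 15 mRNA probes with 15 to 20 usable spots each. The SD of the log2 fold over spots of a probe was 0.10 when pooled and ranged from 0.02 to 0.31. Most of these probes are bright, so this spread does not describe dim probes. The probes MM9LINCRNAEXON10055-, ENSMUST00000119882, MM9LINCRNAEXON11121-, BC156060 and MM9LINCRNAEXON11857- had the largest computed folds among detected LncRNAs, but none was well above background on the sham array, so their rank is not established. Against the lowest normalized signal well above background there, and with spot error left out, their rises were at least 61.2-fold, 45.8-fold, 30.4-fold, 27.0-fold and 30.7-fold. The last 3 do not exceed the 30.8-fold rise of MM9LINCRNAEXON11558-, which was well above background on both arrays. The 95% measurement intervals of the 5 computed folds reach below these bounds, to 40.1, 35.0, 27.5, 22.9 and 19.5. Among the largest computed falls, MM9LINCRNAEXON10780+ was 15.8-fold lower (95% measurement interval 9.92 to 25.1) and humanlincRNA0209- was 12.4-fold lower (8.42 to 18.2) on the I/R array. BQ715416, humanlincRNA0849- and uc.249- were not well above background on the I/R array, so their rank is not established either. With spot error left out, their falls were at least 8.25-fold, 3.82-fold and 2.45-fold. The measurement intervals of their computed falls reach lower, to 6.06-fold, 3.35-fold and 1.95-fold. The paper counts LncRNAs as upregulated and downregulated by thresholds of 1.5 and 0.7 on its own folds, and it takes those for real time PCR from among them. For the listed LncRNAs named in the files, its folds match ratios of log2 signals and not ratios of signals. Its thresholds are therefore stricter than the same numbers used here.

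**Figure D1:**
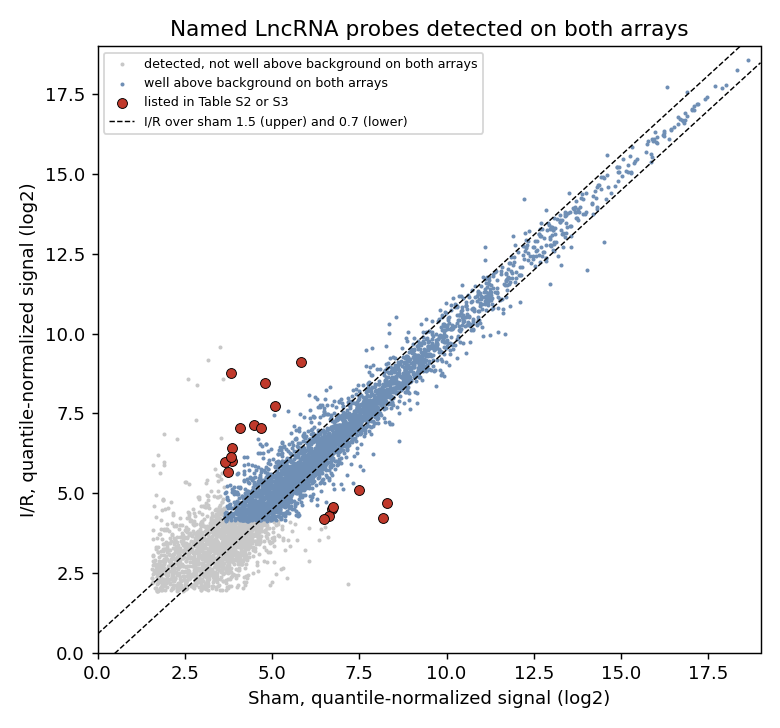
Quantile-normalized log2 signal of each named LncRNA probe detected on both arrays, sham on the x axis and I/R on the y axis, with 1 array per condition. Dashed lines mark folds of 1.5 and 0.7, beyond which lie 760 and 979 probes, and red points are the 19 LncRNAs of Tables S2 and S3 that the files name.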

In ischemia/reperfusion-treated livers, 71 LncRNAs were upregulated (Figure 3A), whereas 27 LncRNAs were downregulated (Figure 3B) when compared with sham livers. 

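The files name 12 LncRNAs of Table S2 and 7 of Table S3. All 19 were well above background on both arrays, and the 12 and the 7 changed in the direction of their table with a 95% measurement interval that excluded no change. The tables were made from these same 2 arrays, and their rows were listed for large changes. Direction and interval therefore follow largely from the listing and are no independent check. MM9LINCRNAEXON11558-, a lincRNA exon listed as intergenic on chromosome 13 with a length of 98 nt, rose from a processed signal of 14.3 on the sham array to 441 on the I/R array. Its normalized fold was 30.8 (95% measurement interval 19.8 to 48.1), the ratio of its normalized log2 signals was 2.30, and the paper's reported value is 2.29666. BB854015, an intergenic transcript of 472 nt on chromosome 1, rose from 27.9 to 351. Its fold was 12.5 (8.99 to 17.4) and its ratio of log2 signals 1.76, beside the paper's reported value of 1.76085. The smallest rise by ratio of signals was that of CN675130 on the X chromosome, from 13.4 to 50.0, with a fold of 3.80 (2.34 to 6.16) and a ratio of log2 signals of 1.52, where the paper's reported value is 1.51765. The smallest ratio of log2 signals among the rises was that of uc.339+, 1.50, with a fold of 5.12 and the paper's reported value of 1.50371. The folds of uc.183- and uc.377+ were 4.95 and 4.99. MM9LINCRNAEXON10780+, a lincRNA exon listed as intergenic on chromosome 4 with a length of 192 nt, fell from 288 to 18.2. Its fold was 0.0634, its ratio of log2 signals 0.51, and the paper's reported value is 0.514162. humanlincRNA1714- on chromosome 13 had the smallest fall by ratio of signals, from 107 to 23.4, with a fold of 0.220 (0.147 to 0.330) and a ratio of log2 signals of 0.68, beside the paper's reported value of 0.676599. By ratio of log2 signals the smallest fall was that of MM9LINCRNAEXON10492+, which is also 0.68 when rounded, with a fold of 0.188 and the paper's reported value of 0.678537. Over the 19, the ratio of log2 signals differed from the paper's reported value by at most 0.0397%. The listed rises started from sham signals between 12.8 and 57.8, and the listed falls ended at I/R signals between 18.1 and 33.8. Under normexp background correction every one of the 19 kept its direction with a smaller change, and the fold of CN675130 was 1.45.

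**Figure D2:**
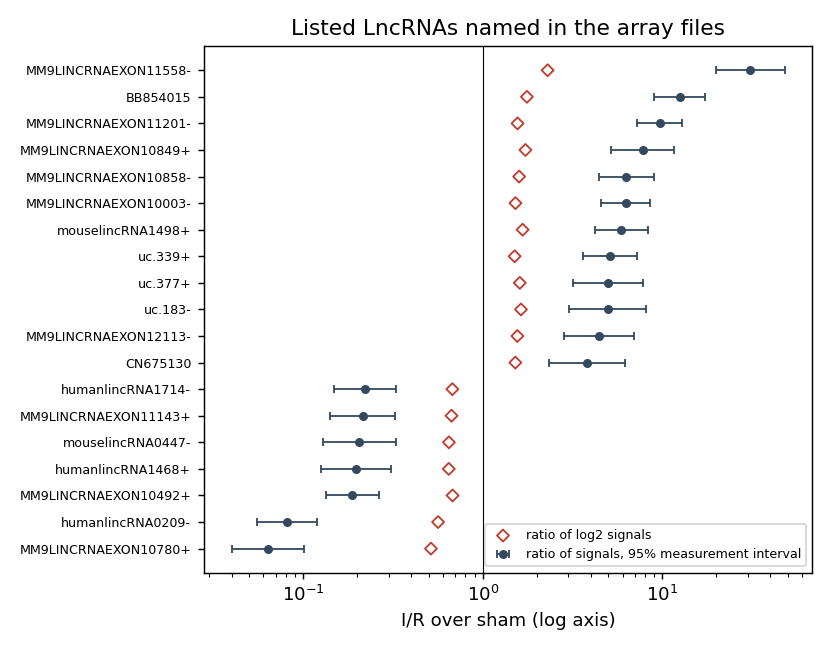
I/R over sham for the 19 listed LncRNAs named in the files, on a log axis, with 1 array per condition. Filled points are ratios of normalized signals with 95% measurement intervals, from 0.0634 to 30.8, and open diamonds are ratios of log2 signals, from 0.51 to 2.30.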

The detailed information of these deregulated LncRNAs in the liver were provided in Tables S2 and S3. In ischemia/reperfusion-injured mouse livers, about 57-58% of deregulated LncRNAs are intergenic, 17-18% are antisense overlap, 14-18% are sense overlap, and 7-11% are bidirectional (Figure 3A-B). 

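The files name the transcript of 12 upregulated rows of Table S2, and all 12 were called upregulated here, which follows from their listing. By the relationship that the table gives, 10 of them (83.3%, exact binomial 95% interval 51.6% to 97.9%) are intergenic and 2 are sense overlap. All 7 downregulated rows of Table S3 that the files name were called downregulated here, which also follows from their listing. Of these rows, 7 of 7 are intergenic (exact interval 59.0% to 100%). Most probes that the files name were designed for lincRNAs, so these shares do not describe the LncRNAs without a name in the files. The intergenic rises spanned folds of 3.80 to 30.8 and the sense overlap rises 4.95 to 4.99, while the intergenic falls were 4.54-fold to 15.8-fold lower.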

Overall, the majority of deregulated LncRNAs in the liver is intergenic. 

**Figure 2:**
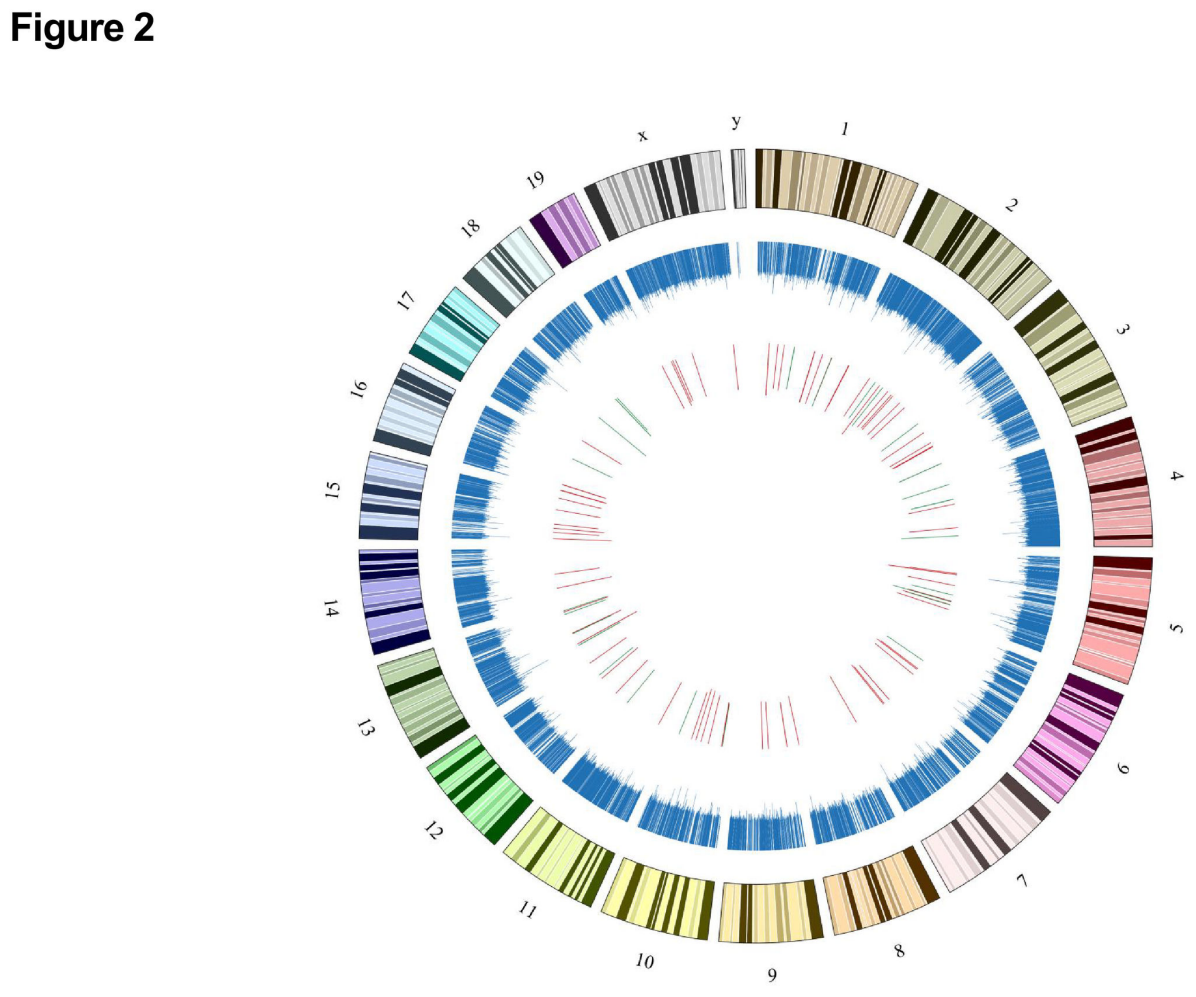
The genomic map of total lncRNAs and deregulated LncRNAs in chromosomes of mouse. The distribution of LncRNAs in chromosomes of mouse is marked in blue. The upregulated LncRNAs are highlighed in red and the downregulated lncRNAs are highlighted in green. The length of the bars represents the folds of LncRNAs expression change. Microarray assays revealed the existence of a total of 20073 LncRNAs in mouse livers. The numbers and symbols represent chromosome numbers.

**Figure 3:**
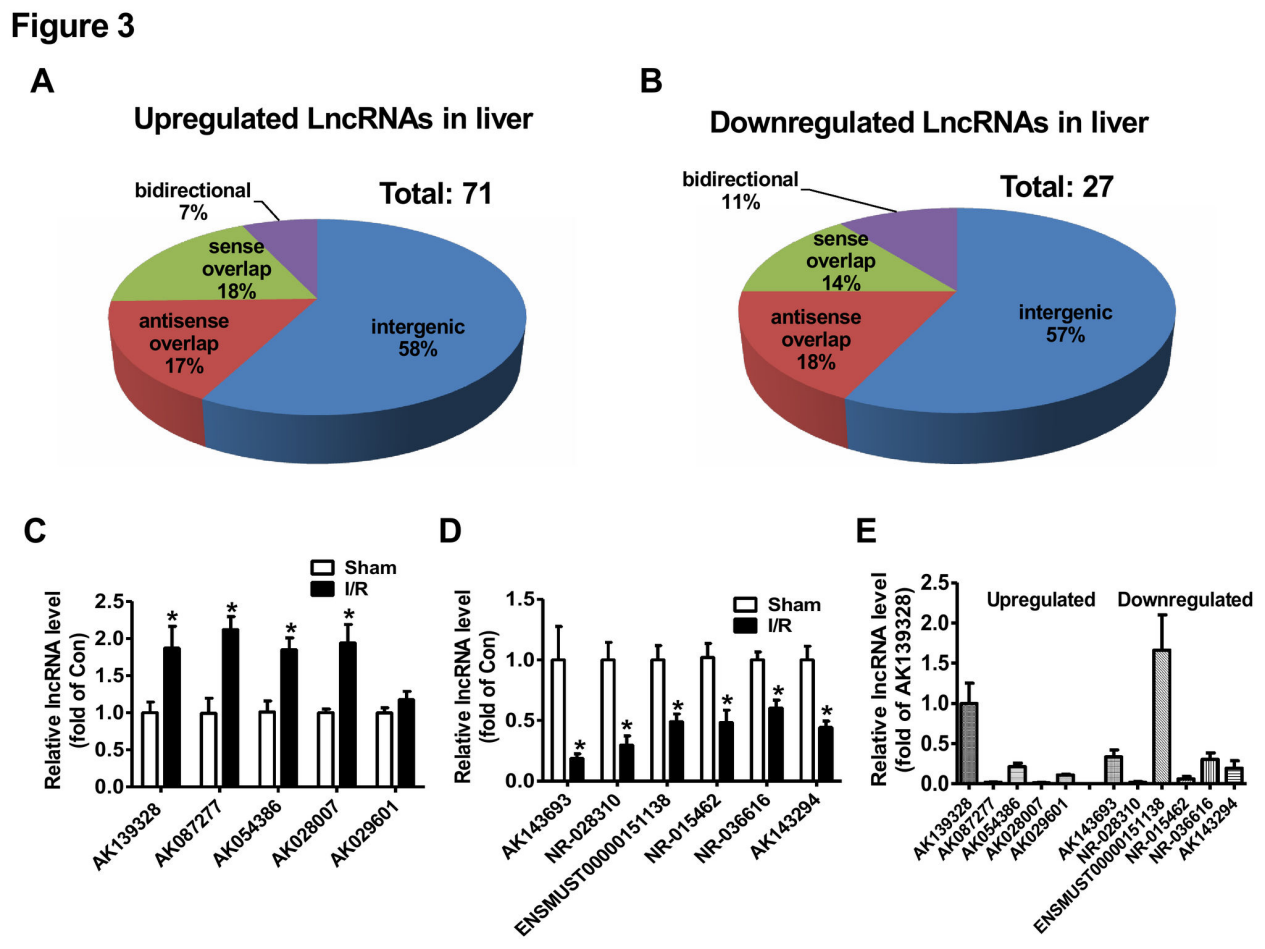
Classification and validation of deregulated LncRNAs in ischemia/reperfusion-treated mouse livers. A) Upregulated LncRNAs in mouse livers after ischemia/reperfusion treatment. B) Downregulated LncRNAs in mouse livers after ischemia/reperfusion treatment. C-D) Validation of upregulated (C) or downregulated (D) LncRNAs in the livers by real time PCR assays. E) Relative expression of LncRNAs in normal mouse livers. N=6-10, *P<0.05 versus sham group.

### Validation of deregulated LncRNAs in mouse liver after hepatic ischemia-reperfusioin treatment

To further validate the accuracy of LncRNA profile determined by microarray technology, some of the deregulated LncRNAs in the liver of hepatic ischemia/reperfusion mice were confirmed by real time PCR assay. The expression levels of five most significantly upregulated LncRNAs, AK139328, AK087277, AK054386, AK028007 and AK029601 (Table S2) were analyzed by real time PCR assay. AK139328, AK087277, AK054386 and AK028007 were confirmed to be increased, while AK029601 remained unchanged in ischemia/reperfusion-treated livers (Figure 3C). The expression levels of 6 most significantly downregulated LncRNAs, AK143693, NR-028310, ENSMUST00000151138, NR-015462, NR-036616 and AK143294 (Table S3) were analyzed by real time PCR assay. The results indicated that all of them were significantly downregulated in the liver (Figure 3D). The relative expression levels of these 11 LncRNAs in the livers of normal C57BL/6 mice were further analyzed by real time PCR assay after normalization to the mRNA level of house-keeping gene β-actin. Among these LncRNAs, AK139328 and ENSMUST00000151138 exhibited the highest expression level, whereas AK087277, AK028007, NR-028310 and NR-015462 had the lowest expression levels (Figure 3E). Overall, real time PCR assays validated the accuracy of LncRNA profile determined by microarray analysis.

### Silencing of AK139328 attenuated ischemia/reperfusion injury in the liver

Because AK139328 is one of the most significantly upregulated LncRNAs with the highest expression level among the validated LncRNAs in the liver, its role in hepatic ischemia/reperfusion injury was further evaluated. The efficacy of siRNA against LncRNA AK139328 was firstly determined in primary cultured mouse hepatocytes. The results indicated that siAK139328 treatment reduced AK139328 level by about 60% (Figure S1). siRNA against AK139328 or scrambled siRNA was injected into normal mice via tail vein. 3 days post siRNA injection, the mice were performed for hepatic ischemia/reperfusion treatment. Real time PCR assay revealed that siAK139328 injection reduced the expression level of AK139328 in the livers by about 60% when compared with scrambled siRNA-treated livers (Figure 4A). Knockdown of AK139328 reduced the mRNA levels of IP-10 and MCP-1, whereas had little effect on that of TNF-α in ischemia/reperfusion-treated livers (Figure 4B). Notably, silencing of AK139328 significantly reduced plasma activities of ALT and AST by about 50% (Figure 4C). Moreover, phosphorylated Akt (pAkt), GSK-3 (pGSK3), eNOS (peNOS) levels were increased in siAK139328-treated mouse livers when compared with control livers (Figure 4D). Silencing of AK139328 also significantly reduced cleaved caspase 3 levels in the livers, suggesting the attenuation of apoptotic pathway(Figure 4E). In the cytoplasma, IKBa level was significantly increased after silencing AK139328. Basically, IKBa binds to NF-κB and inhibits its translocation to nucleus. Consistently, silencing of AK139328 repressed nuclear translocation of NF-κB in the livers (Figure 4F). 

**Figure 4:**
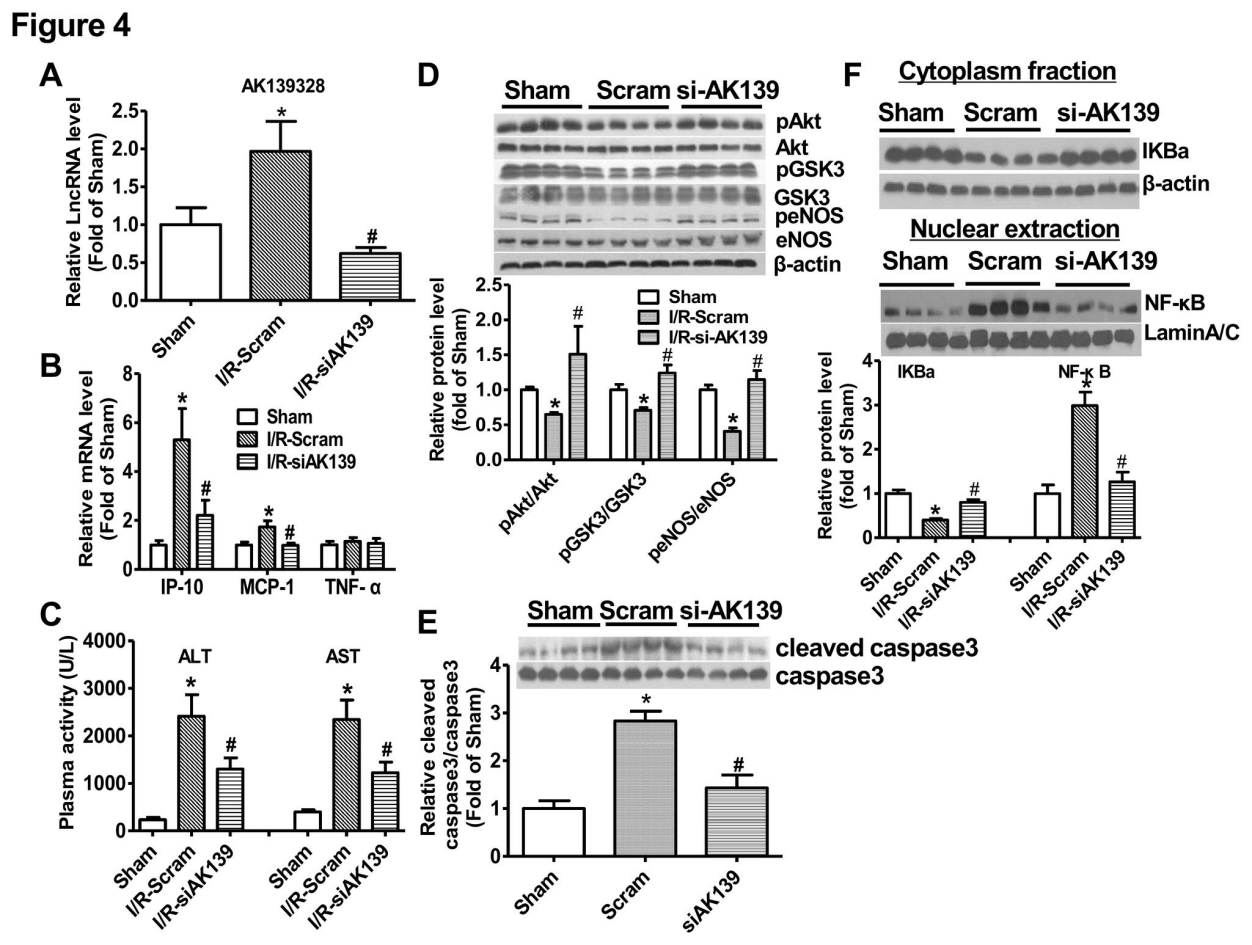
Hepatic knockdown of AK139328 on plasma activities of ALT and AST. 3 days post tail vein injection of siRNA, the mice were subjected to ischemia/reperfusion treatment. A) siAK139328 treatment reduced AK139328 level in the livers. B) Knockdown of hepatic AK139328 on the expression levels of inflammatory cytokines in the livers. C) Knockdown of hepatic AK139328 reduced plasma activities of ALT and AST. D) Knockdown of AK139328 increased posphorylated Akt (pAkt), GSK-3 (pGSK3) and eNOS (peNOS) levels in the livers. E) Knockdown of AK139328 inhibited caspase 3 activation in the livers. F) Knockdown of AK139328 inhibited NF-κB activation in the livers. The distribution of IKBa and NF-κB in cytoplasm and nuclear extraction was analyzed byimmunoblotting assays, respectively. N=8-12, *P<0.05 versus sham group, #P<0.05 versus I/R-Scramble group. Sham, sham group; I/R-Scram or Scram, scrambled siRNA treated mice; I/R-siAK139 or siAK139, siAK139328 treated mice.

 H.E. staining assay revealed that silencing of AK139328 significantly attenuated liver injury after ischemia/reperfusion. In siAK139328-treated livers, necrosis area was much smaller than that in control livers (Figure 5A). Immunohistochemical staining assay revealed that silencing of siAK139328 reduced the expression level of F4/80, the biomarker of liver macrophage in the livers, suggesting the inhibition of macrophage activation (Figure 5B). Among upregulated LncRNAs, the expression level of AK054386 decreased, whereas AK087277, AK028007 and AK029601 remained unchanged after hepatic silencing of AK139328. Among downregulated LncRNAs, the expression level of AK143294 was decreased, whereas AK143693, NR-028310, ENSMUST00000151138, NR-015462 and NR-036616 remained unchanged after hepatic silencing of AK139328 (Figure 6). Overall, all these pathophysiological changes suggested that silencing of LncRNA AK139328 ameliorated ischemia/reperfusion injury in mouse livers.

**Figure 5:**
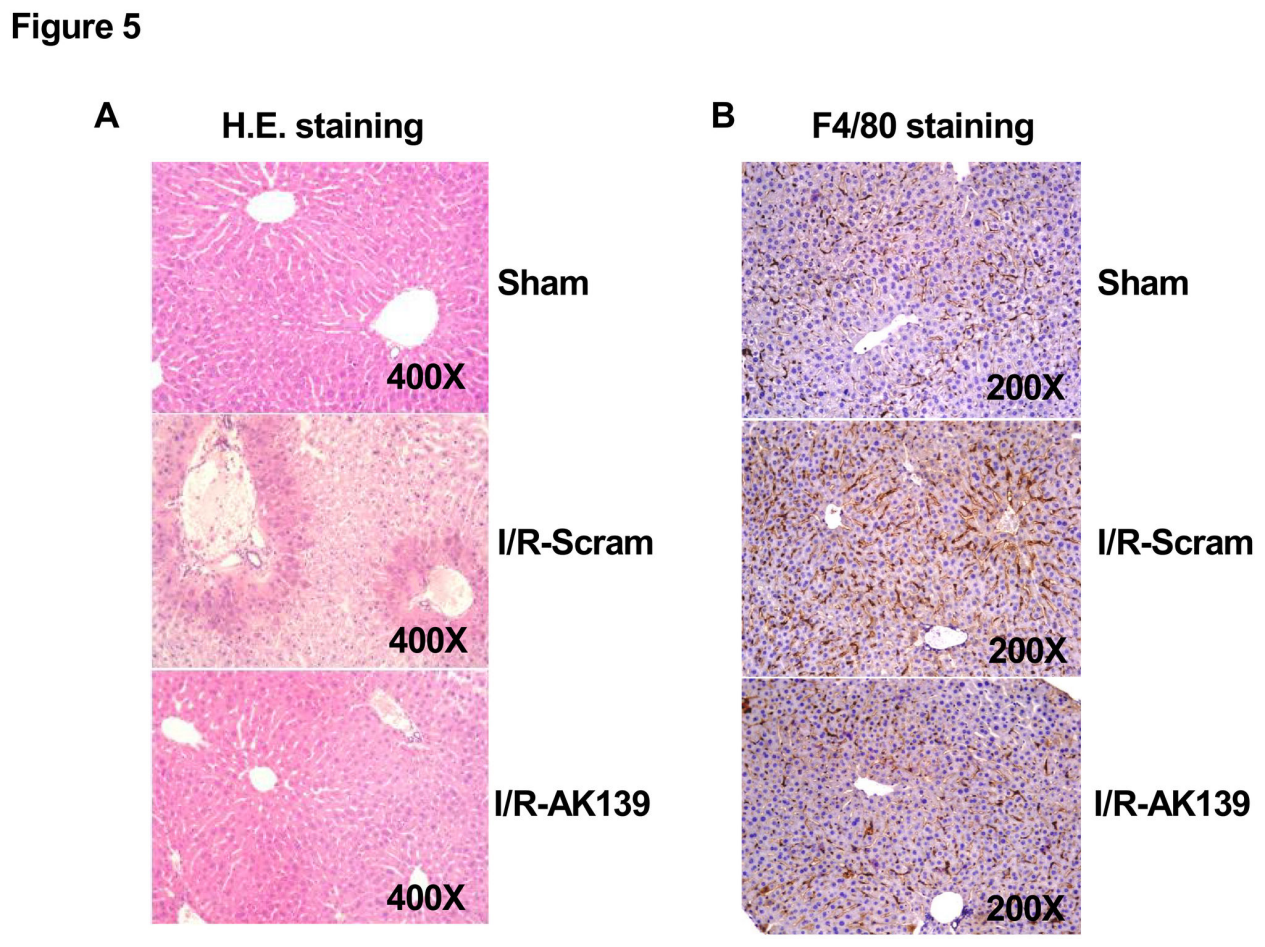
Silencing of AK139328 reduced necrosis area in ischemia/reperfusion injured livers. 3 days post tail vein injection of siRNA, the mice were subjected to ischemia/reperfusion treatment. A) Silencing of hepatic AK139328 reduced the necrosis area in the livers. The injury of liver was analyzed by H.E. staining assay. The images shown here were the representatives of 8 mice in each group. B) Silencing of hepatic AK139328 reduced macrophage activation in the livers. Immunohistochemical staining was performed using antibodies against F4/80, the biomarker for macrophage in the liver. The images shown here were the representatives of 5 mice in each group. I/R-Scram or Scram, scrambled siRNA treated mice; I/R-siAK139 or siAK139, siAK139328 treated mice.

**Figure 6:**
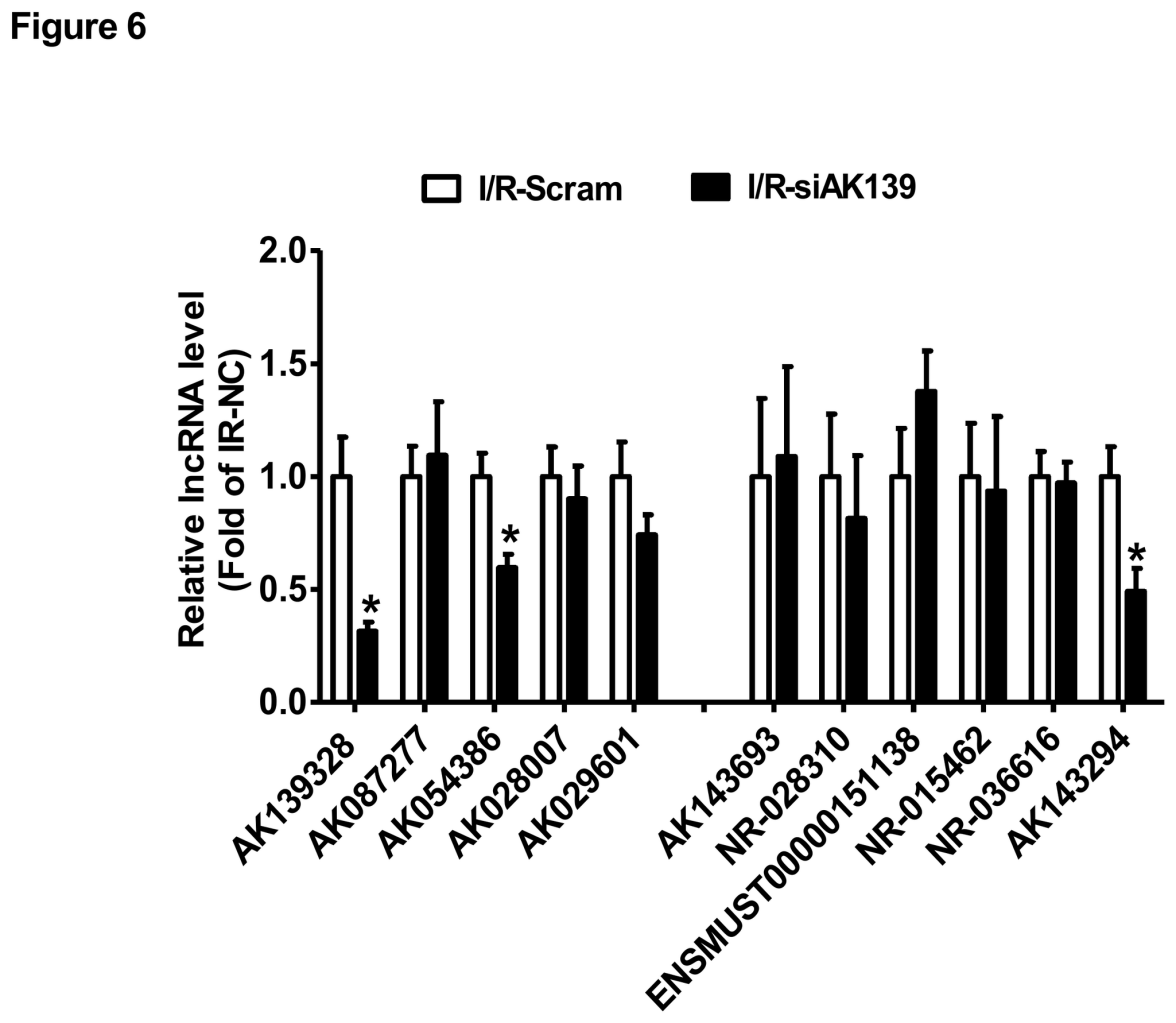
Silencing of AK139328 on LncRNA expression in the livers. 3 days post tail vein injection of siRNA against AK139328, the mice were subjected to ischemia/reperfusion treatment. The expression levels of deregulated LncRNAs shown Figure 3C/D were analyzed by real time PCR assays. N=10, *P<0.05 versus I/R-Scramble group. I/R-Scramble, scrambled siRNA treated mice; I/R-siAK139, siAK139328 treated mice.

## Discussion

Increasing evidences have shown that LncRNAs have important biological functions and are associated with the progression of a broad range of diseases. LncRNAs are becoming novel potential molecules for disease diagnosis, treatment and prognosis. LncRNAs are shown to be involved in regulation of liver functions, in particularly in the pathogenesis of hepatocellular carcinoma (HCC). For example, LncRNA-LALR1 (An LncRNA Associated with Liver Regeneration) has been shown to accelerate hepatocyte proliferation during liver regeneration by activating Wnt/β-Catenin signaling [34]. LncRNA-Dreh can act as a tumor suppressor in the development of hepatitis B virus (HBV)-HCC [33]. LncRNA MVIH (LncRNA associated with microvascular invasion in HCC) was generally elevated in HCC, and overexpression of MVIH promotes tumor growth and intrahepatic metastasis by activating angiogenesis in mouse models [35]. In the current study, we determined the LncRNA profile in mouse livers after hepatic ischemia/reperfusion injury using microarray technology. Seventy one LncRNAs were upregulated in the liver, whereas 27 LncRNAs were downregulated in liver of mice after hepatic ischemia/reperfusion. 11 of the most significantly deregulated LncRNAs in the liver were further validated by real time PCR assays. To our knowledge, this is the first report regarding the potential role of LncRNAs in the pathogenesis of ischemia/reperfusion injury in the liver. Dharap et al identified that 359 LncRNAs were upregulated and 84 LncRNAs were downregulated at 3 hours to 12 hours of reperfusion after middle cerebral artery occlusion compared with sham group using microarray technology [18]. These studies strongly suggested that LncRNAs play important roles in ischemic-reperfusion injury in various organs.

Among the validated LncRNAs in mouse liver of hepatic ischemia/reperfusion model in our study, AK139328 exhibited the highest expression level in the normal mouse livers (Figure 3E). These findings suggest that AK139328 may play an important role in the pathogenesis of liver ischemia/reperfusion injury. To verify this hypothesis, the expression of AK139328 in mouse livers was knocked down via tail vein injection of small interfering RNA. 3 days post siRNA injection, the mice were subjected to hepatic ischemia/reperfusion treatment. Silencing of hepatic AK139328 reduced the plasma activities of aminotransferases and necrosis area in mouse livers after ischemia/reperfusion treatment. Moreover, hepatic knockdown of AK139328 also attenuated macrophage and caspase 3 activation in the livers. Clearly, these findings revealed that silencing of AK139328 attenuated ischemia/reperfusion injury in mouse livers. Mouse AK139328 is located at chromosome 2. It is an intergenic LncRNA, and is 2087114 bp at 5' side of gene encoding apoptosis inhibitor 5, and 51102421 bp at 3' side of gene encoding leucine-rich repeat-containing protein 4C precursor. The size of AK139328 is 2670 bp according to the database in NCBI (http://www.ncbi.nlm.nih.gov/nuccore/AK139328). The mRNA levels of leucine-rich repeat-containing protein 4C precursor and apoptosis inhibitor 5 were not significantly changed in ischemia/reperfusion treated livers when compared with control livers (data not shown), suggesting that AK139328 had no direct relationship with the expression of these two genes.

 In the past decades, it had been widely accepted that Akt, also known as protein kinase B (PKB), functions as a survival kinase by phosphorylating a number of apoptosis-related molecules such as BAD, forkhead transcription factors, caspase 9, and IkappaB kinase and GSK-3β. Akt's broad scope places it at the center of multiple signaling pathways, allowing it to play a protective role in various organs affected by ischemia/reperfusion injury [36]. Activation of Akt has been shown to protect against liver ischemia/reperfusion injury [25,26,37]. Silencing of AK139328 elevated pAkt level in mouse livers after hepatic ischemia/reperfusion, suggesting it may be involved in regulation of Akt activity in liver cells. In support, LncRNA urothelial carcinoma associated 1 (UCA1) regulates cell cycle distribution via CREB through PI3K-AKt dependent pathway in bladder carcinoma cells. Knockdown of UCA1 increased Akt expression and activity in bladder carcinoma cells [38]. LncRNA steroid receptor RNA activator (SRA) can enhance adipogenesis and adipocyte function through multiple pathways including Akt activation [39]. Overall, these findings suggested that LncRNAs may be widely involved in regulation of Akt activation in various cell types. As one main downstream molecule of Akt, GSK-3 plays an important role in liver ischemia/reperfusion injury. Inhibition of GSK-3 has been shown to ameliorate liver ischemia/reperfusion injury [40-42]. In this study, we found that silencing of AK139328 resulted in inhibition of GSK-3 in ischemia/reperfusion treated mouse livers, which is consistent with Akt activation. Activation of eNOS has been reported to ameliorate ischemia/reperfusion injury in the liver [43]. Moreover, it has been further reported that activation of Akt ameliorates liver ischemia/reperfusion injury via activation of eNOS-NO-HIF pathway [44]. In this study, we found that silencing of AK139328 significantly increased pAkt and peNOS levels, and protect against hepatocyte death in ischemia/reperfusion livers.

 Activation of nuclear factor κB (NF-κB) also plays an important role in liver ischemia/reperfusion injury by regulating the expression of proinflammatory cytokines [45]. Inactivation of NF-κB has been shown to protect against hepatic ischemia/reperfusion injury [46,47]. In support, the protective effects of xanthohumol and triiodothyronines on liver ischemia/reperfusion injury have been reported to be associated with reduced NF-κB activity [48,49]. In this study, we found that silencing of AK139328 ameliorated liver injury with inhbition of NF-κB activity and inflammatory cytokine expression. However, it has also been reported that activation of NF-κB is protective in hepatic ischemia/reperfusion injury [50,51]. Overall, the protective effects of AK139328 silencing in hepatic ischemia/reperfusion injury were associated with activation of Akt and repression of NF-κB activity.

 As summarized and reviewed in reference [9], LncRNAs can function as cis-tether, cis-targeting, trans-targeting, enhancer, decoy, scaffold, allosteric modification, co-activator or co-repressor to regulate gene expression. To identify the mechanism through which LncRNA AK139328 mediates Akt activation in liver cells will shed light on the mechanisms of liver ischemia/reperfusion injury. Moreover, further study on the crosstalks among AK139328 and other deregulated LncRNAs will also provide insight into understanding the roles of LncRNAs in liver ischemia/reperfusion injury. 

In conclusion, we presented the first report exploring the LncRNA expression profile in mouse liver after hepatic ischemia/reperfusion treatment. A total of 98 LncRNAs were deregulated in the liver of mice after hepatic ischemia/reperfusion treatment. Silencing of LncRNA AK13328 attenuated ischemia/reperfusion injury in the liver, suggesting that it might be a novel target for treatment of ischemia/reperfusion injury when liver surgery or transplantation is performed.

## Supporting Information

Table S1 **List of oligonucleotide primer pairs used in real time RT-PCR and RT-PCR analysis.**
(DOC) Click here for additional data file.

Table S2 **The characterics of upregulated LncRNAs in Ischemia/Reperfusion injured mouse livers.**
(XLS) Click here for additional data file.

Table S3 **The characterics of downregulated LncRNAs in Ischemia/Reperfusion injured mouse livers.**
(XLS) Click here for additional data file.

Figure S1 **The effect of siAK139328 treatment on AK139328 level in mouse hepatocytes.** The cultured hepatocytes were transfected with siAK139328 or scrambled siRNA as described above. Fourty eight hours post siRNA transfection, AK139328 level was analyzed by real time PCR assay. N=5, **P<0.01 versus Cells treated with Scrambled siRNA.
(TIF) Click here for additional data file.

# Supplementary material for: Silencing of Long Noncoding RNA AK139328 Attenuates Ischemia/Reperfusion Injury in Mouse Livers
**Source:** PLoS One. 2013 Nov 27;8(11):e80817. doi: 10.1371/journal.pone.0080817
**Supplement:** Table S1 — List of oligonucleotide primer pairs used in real time RT-PCR and RT-PCR analysis.

Table S1. List of oligonucleotide primer pairs used in real time RT-PCR and RT-PCR analysis.

| LncRNA or Gene ID | Sense Primer(5'-3') | Antisense Primer(5'-3') | Annealing temperature |
| --- | --- | --- | --- |
| AK087277（M） | ccctggaaaacacaggaaaa | gaagacggagaagccacaag | 59℃ |
| AK028007(M) | ggaacagcgtttgaaaggtc | gggatctccctcttctcagg | 59℃ |
| AK139328 (M) | ccagttcttggtcctggtgt | gtgtctgcaacccgataggt | 59℃ |
| AK054386 (M) | atcgctgtttggatttcctg | attatggtgctgggctgaac | 59℃ |
| AK029601(M) | caagcaaccatttgacgaga | cccctggaccctttctatgt | 59℃ |
| ENSMUST00000151138 (M) | ACTTCCCCTCTGCAGTCTGA | CTCACAGAGCCATCCTGACA | 59℃ |
| NR-028310(M) | aagccaaaccgacagaaatg | acgttcaccaacacctctcc | 59℃ |
| NR-015462(M) | ataccctggacatgctggag | gatgagcagtgggtggctat | 59℃ |
| AK143294(M) | ctacaagccccatcaccact | gctttcaccagatcccaaaa | 59℃ |
| NR-036616(M) | tgctctgcgtaaactggatg | agggcctgaaaggagagaag | 59℃ |
| AK143693（M） | gggtccacctctctgtcaaa | AAGCACTTCCGAGGTTCAGA | 59℃ |
| IP-10（M） | AAGTGCTGCCGTCATTTTCT | GTGGCAATGATCTCAACACG | 59℃ |
| TNF-a（M） | CACAAGATGCTGGGACAGTGA | TCCTTGATGGTGGTGCATGA | 59℃ |
| MCP-1（M） | AATGAGTAGCAGCAGGTGAGTG | GAAGCCAGCTCTCTCTTCCTC | 59℃ |
| GAPDH（M） | aactttggcattgtggaagg | acacattgggggtaggaaca | 59℃ |
| β-actin (M) | AGCCATGTACGTAGCCATCC | GCTGTGGTGGTGAAGCTGTA | 59℃ |

M: mouse. If not indicated, all the primer sequences are referred to mouse origin.

How the deposited data were processed for this re-analysis (not part of the article)

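Mouse liver RNA of 1 sham sample and 1 ischemia/reperfusion sample was measured on 1 array each. Sample conditions were taken from the labels and the paper; the labels call the sham sample a control. The authors scanned the arrays and extracted each spot with Agilent Feature Extraction 11.0.1.1, and the deposited intensity of a spot is its green processed signal, background-subtracted and with a floor near the array's noise. Other deposited values of each spot were its error, its median and local background signals, and flags for saturation, outliers, positive and significant signal, and signal well above background. The paper's methods name quantile normalization in GeneSpring, a filter on present or marginal flags, and thresholds of 1.5 and 0.7. The series value table of the authors, although headed as normalized, held the processed intensities of the scanner files for all 62513 spots, so it served as the alternative without normalization between arrays.

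From these files, control spots, outlier-flagged spots and 20 negative-sequence probes were left out, repeated spots of a probe were averaged on the log2 scale, and the 59709 probes were normalized by quantiles with limma 3.58.1 in R 4.3.3. Other steps used Python 3.11.15 with numpy 2.4.6, pandas 2.3.3 and scipy 1.17.1. Measurement intervals are 1.96 standard errors on each side of the log2 fold, from the spot errors of both arrays. With 1 array per condition no test of a difference between the conditions was run, and no p-value is given. A probe not well above background on an array is given as a bound, against the lowest normalized signal well above background there. The bound leaves out spot error. Since each condition has 1 array, the precision of a difference between the conditions cannot be computed. Dim signals are a further limit. The lowest signal well above background was 12.7 on the sham array and 17.3 on the I/R array.

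Names come from the identifiers in the files and from a table of RefSeq accessions of GRCm38.p6, used for names only. AK139328 and the other LncRNAs chosen for PCR are not named there, so no value is given for them at a claim. Of the 11 gene lists written before the data were examined (inflammatory cytokine, stress, neutrophil, macrophage, hepatocyte, acute phase, circadian clock, erythrocyte, sex-linked, housekeeping, and genes named by the paper) none had 80% of its genes named; the highest share was 75.0%, for the housekeeping list, so all list medians are void. The rule for named LncRNAs, set before the data were examined, was every LncRNA or gene the paper names, the 5 largest rises and 5 largest falls among detected LncRNAs, and the 5 of each among protein-coding probes well above background.

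Some details were fixed only after the files had been looked at. These are the omission of the negative-sequence probes, the averaging of repeated spots, and the reading of the LncRNA set as all named probes not given as protein-coding. While the files were examined, 15 ways of normalizing were compared with the folds of Tables S2 and S3 for the 19 listed LncRNAs that the files name, and counts under 2 flags had been seen. The closest of the 15 collapsed repeated spots by their median, with a largest deviation of 0.00844%. The normalization used here, over 59709 probes, is not among the 15. Its largest deviation was 0.0397%, and it was not chosen for closeness. Normexp was planned on the mean signal, which the files do not hold, and was run on the median signal with an offset of 50 instead. The alternatives set before the data were examined were other normalizations, normexp, the series table, other detection flags, flagged spots kept, other thresholds, a measurement interval rule, and normalization over LncRNA probes only. The normalization and thresholds were tested on simulated data for I/R over sham with 59709 probes. Of these, 200 were changed by 4-fold, all among the 3721 LncRNA probes well above background. All probes had the same noise, at the level of the brightest ones. Then 100% were recovered, as such large changes make likely, and 0.824% of the unchanged ones among the 3721 were called. Dim probes among the 3721 have larger errors, such as an SE of 0.360 for uc.183-, so the 0.824% may be too low for them. Detection flags and spot averaging were not simulated. Smaller changes and dimmer probes were not simulated.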

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

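All tests in this part were chosen after the result was seen. None has a replicate, and the values describe these 2 arrays.

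The paper does not report 9 named LncRNAs that were well above background on both arrays and rose at least as much as the smallest listed rise by ratio of signals, 3.80-fold. The largest were MM9LINCRNAEXON11765+, 5.20-fold (95% measurement interval 3.79 to 7.14), and uc.186-, 5.07-fold (3.61 to 7.12), named after their values were seen. Among named LncRNAs well above background on both arrays, no unlisted fall was as large as the smallest listed fall by ratio of signals, 4.54-fold. In the wider set of named LncRNAs past 1.5 or 0.7 and well above background on both arrays, 830 are absent from Tables S2 and S3. A filter on signal does not account for the 830 as a set, since 355 of them were brighter on both arrays than 57.8, the highest signal that any of the 19 listed LncRNAs named in the files had on its dimmer array. The values that the tables list for these 19 match the ratio of log2 signals to within 0.0397%. On that ratio 0 of the 830 pass the same thresholds, the largest ratio among unlisted rises is 1.50 (uc.186-, just under the threshold), and, among those well above background on both arrays, the 12 and 7 listed LncRNAs that the files name are the ones that pass. A ratio of logs needs a larger change from a brighter start, 4-fold from a signal of 16 and 32-fold from a signal of 1024. The median sham signal was 15.9 for the listed rises and 44.0 for the 9 unlisted ones. No biological explanation was tested.

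The Actb probe, in protein-coding data the paper does not report, rose 2.06-fold, from a processed signal of 16877 to 34792. β-actin is the gene to which the paper normalized its real time PCR. Spot error is argued against by the 20 repeated spots, whose log2 fold had an SD of 0.02 (0.0167). Normalization is argued against by the smallest fold of 2.05 over quantile, 75th percentile, cyclic loess, normexp and no normalization. A shift common to the repeated reference probes is argued against by the other 14, whose folds had a median of 0.947 and a largest value of 1.46 (Tuba1b); Gapdh was at 0.938. Cross-hybridization with other actin transcripts, a difference between the 2 RNA preparations and a response to ischemia/reperfusion stay open and were not tested. The livers used for PCR were not analysed here, so whether β-actin rose in them is unknown.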

How the results depend on the processing

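Alternatives added after seeing the data are the 2 that use a ratio of log2 signals and the one restricted to lincRNA-style and ultraconserved-region probes.

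Against 760 upregulated and 979 downregulated named LncRNAs, the counts were 159 and 155 with normexp, 367 and 482 with both arrays well above background, 327 and 280 at 2-fold, and 460 and 523 with the measurement interval on the same side of 1. They were 170 and 133 with a ratio of log2 signals, and 12 and 7 with that ratio and both arrays well above background. Normexp adds an offset of 50, which shrinks folds of dim probes by construction; the thresholds and filters each leave fewer probes by construction. The other settings stayed within 1.5 times, from 684 to 992 up and from 810 to 1398 down. They were the 75th percentile, cyclic loess, the series table, LncRNA probes only, flagged spots kept and no filter on dim probes. Also among them were a fold of at most 1/1.5 and lincRNA-style and ultraconserved-region probes only. The last kept the EST or cDNA probes with a lincRNA-style probe name, and 5189 of its probes were detected. Of the 760 and 979 calls, 677 and 975 were shared with the 75th percentile, and 679 and 795 with cyclic loess. The series table shared 694 and 972 of them, and normexp 159 and 155. No scaling moved the share of rises among calls by more than 6.93 percentage points from 43.7%.

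Past 2-fold, 12 detected protein-coding probes rose and 5 fell; normexp gave 4 and 1, and both arrays well above background gave 6 and 2. The number detected, 5361, was 3721 with the stricter flag and does not depend on normalization. The 19 listed LncRNAs named in the files are 19 transcripts, so counting each transcript once could not move their intergenic shares; over all rows of the tables it moved the intergenic share from 56.3% to 57.1% up and from 55.6% to 60.0% down. The folds of the 19 listed LncRNAs kept their direction in all 114 values over 6 settings. Since the 19 were listed for large changes on these arrays, a reversal was unlikely from the start. Of the 114 values, 95 stayed within the measurement interval, and the 19 outside it were those under normexp.

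Not run were the alternatives for the fold of AK139328 and the other 10 LncRNAs chosen for PCR, which have no named probes to use, and for the gene list medians, which are void because no list had 80% of its genes named. Of the protein-coding genes the paper names, those not named in the files have no value. No paired analysis was possible because there is 1 array per condition. Signal over background limits the dim probes, for which a fold is only a bound.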

Differences from the paper's values

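The counts below are of probes for the LncRNAs named in the files, whereas the paper's cover all LncRNAs on the array. No direction is therefore drawn from the totals. The paper's number of LncRNAs detected is 20073, and 5361 of 7748 named probes were detected here. The alternatives set before the data were examined gave 3721 (stricter flag) and 5363 (flagged spots kept). With 7748 named probes no setting could come within 1.5 times of 20073, so this comparison decides nothing. The paper's number of upregulated LncRNAs is 71 and the value here is 760. The paper's number of downregulated LncRNAs is 27 and the value here is 979. None of the alternatives set before the data were examined comes within 1.5 times of either; the nearest were 159 and 155, with normexp.

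Over the named LncRNAs alone, the paper's tables list 12 upregulated and 7 downregulated, and the values here were 760 and 979. On the ratio of log2 signals, which the tables' values match, and with both arrays well above background, the values were 12 and 7, the same LncRNAs as in the tables; this setting was chosen after seeing the values. None of the alternatives set before the data were examined comes within 1.5 times of these counts.

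The paper's values in Tables S2 and S3 for the 19 LncRNAs named in the files match the ratio of log2 signals to within 0.0397%, while the ratios of signals are farther from 1: MM9LINCRNAEXON11558- has the paper's 2.29666, a ratio of log2 signals of 2.30 and a ratio of signals of 30.8, and MM9LINCRNAEXON10780+ has the paper's 0.514162, 0.51 and 0.0634. Of 15 ways of normalizing compared after seeing the data, collapsing repeated spots by their median came closest, to within 0.00844%, and normalizing only spots well above background was farthest, at 6.02%.

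The intergenic share of downregulated LncRNAs is about 57% in Fig. 3B and was 7 of 7 (100%) among the listed LncRNAs named in the files, whose denominator is a different set; counting each transcript once gave 100% as well. A tally of all 27 rows of Table S3 gives 15 intergenic (55.6%), and one of the 71 rows of Table S2 gives 40 (56.3%) where Fig. 3A has about 58%. Table S2 holds 70 transcripts, 1 of them in 2 rows, and Table S3 holds 25, with 2 of them in 2 rows each, so the numbers of rows and of transcripts differ.

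The paper describes the LncRNAs it took for PCR as the most significantly changed in each direction. By the paper's own values, AK029601 stands in row 11 of Table S2, and NR_028310 and AK143294 stand in rows 11 and 12 of Table S3. With 1 array per condition no significance can be computed from these files.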

Other observations

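The tests on the negative-sequence probes and on opposite strands were set before their results were seen; the other tests in this part, the search by value for AK139328, and the comparison with measurement error for the strands, were chosen afterwards.

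Of the spots of the 20 negative-sequence probes, 35.2% passed the detection flag on both arrays, against 69.2% of the named LncRNA probes, so background alone does not account for all detected LncRNAs. Of these 20 probes, 8 had over 50% of their spots detected on each array, and 2 had over 50% well above background. A count of detected LncRNAs by this flag includes signal at the level of such probes.

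On the I/R array 7.66% fewer spots were well above background than on the sham array. The lowest signal well above background was 17.3 on the I/R array and 12.7 on the sham array. Above 17.3 on both arrays the numbers were 39118 on the sham array and 38818 on the I/R array, a difference of 0.767%, so most of the gap lies in sham spots below the lowest such signal of the I/R array. Why that signal was higher on the I/R array was not tested, and no biological explanation was tested.

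Of the named LncRNAs detected and past the thresholds on the ratio of log2 signals, 284 are absent from the tables, and 0 of these were well above background on both arrays. The paper's methods name present or marginal flags without the rule behind them, and the reason for the absence was not tested.

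The arrays carry probes for both strands of many lincRNA exons and ultraconserved regions. Over 771 regions with both strands well above background on both arrays, the log2 folds of the strands had a Pearson r of 0.048 and a Spearman rho of 0.050 across regions that are not independent replicates. Without the 2 regions farthest from the median, r was 0.067, and under the 75th percentile, cyclic loess and normexp it lay between 0.040 and 0.092. The series table differs from the 75th percentile by 1 constant on the log2 fold, so it adds no separate r. Measurement error alone would allow an r of up to 0.781, so the strands as a set do not appear to read 1 RNA. For example, chosen after its values were seen, MM9LINCRNAEXON10849+ rose 7.77-fold, while the probe for its opposite strand, MM9LINCRNAEXON10849-, had a fold of 0.502 (95% measurement interval 0.349 to 0.722). Whether either strand is transcribed noise was not tested.

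Among the protein-coding transcripts named in the files, 17 were past 2-fold. Of these, 8 were well above background on both arrays, where spot errors are too small for an interval at 2-fold to reach no change, so their intervals decide nothing. Of the other 9, 6 had a measurement interval that spans no change, so spot measurement error may account for those. The largest rises well above background were those of Ccl21b, 2.77-fold (2.10 to 3.65), NM_009485, 2.74-fold, Gm13304, 2.38-fold, Ccl21c, 2.15-fold, and Gm20747, 2.07-fold; the largest falls were those of Sly, 3.91-fold (2.88 to 5.29), Csprs, 2.01-fold, Ldhal6b, 1.71-fold, Hhipl2, 1.59-fold, and Vmn1r187, 1.55-fold, the last with an interval that spans no change. All kept their direction under the 75th percentile, cyclic loess, normexp and no normalization. Several belong to families of similar genes, so a probe may read more than 1 of them.

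A hypothesis on AK139328 is that its probe can be found by the paper's value. Of the probes without a name and well above background on both arrays, 2 carry the paper's 2.09478 as a ratio of log2 signals to within 0.0397%, ASMM9PARTA030223 (fold 22.8, 15.4 to 33.9) and ASMM9PARTA007376 (fold 18.2, 11.7 to 28.4). The same search for the 19 listed LncRNAs named in the files also held another probe for 6 of them. For these 19 the ratio here was always below the paper's value, by 0.0200% to 0.0397%. Of the pair, 1 is within that range, ASMM9PARTA007376, at 0.0331% below, and ASMM9PARTA030223 is only 0.00456% below. A search by that range, set from the other 18 each time, held another probe for 0 of the 19; that it held the right probe, except for the 2 at the ends of the range, follows from how the range was set. Of 508 windows of the same width within 5% of the paper's value, 10 (1.97%) held a probe without a name, which argues against a chance match. ASMM9PARTA007376 may therefore be the probe of AK139328, but the files do not name it, and it is not taken as AK139328 at any claim.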
